A study of Homo sapiens with 6 samples.

How the data were processed

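RNA was profiled in HUDEP-2 cells, an immortalised human erythroid progenitor line that makes mainly adult hemoglobin. Per the labels, the cells grew in a serum-free medium with erythropoietin at 3 units per ml, stem cell factor at 50 ng per ml, dexamethasone at 1e-06 M and doxycycline at 1 µg per ml. They were transduced with a lentivirus carrying either an shRNA against MEN1, which encodes menin, or a non-targeting control shRNA. Puromycin at 2 µg per ml was applied from 24 h after infection for 48 h, and the cells were harvested at 72 h. The 6 libraries fall into 2 groups of 3, taken from the sample titles: 3 replicates with the MEN1 shRNA and 3 with the control shRNA. The labels describe 1 MEN1 shRNA, so an effect of the loss of MEN1 and an off-target effect of that hairpin are not separated by this design.

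Per the labels' protocols, total RNA was selected for poly(A) and made into strand-specific libraries. Each library has 1 deposited table of 62754 genes with the position, coverage, FPKM and TPM of each gene. The aligner, the quantification tool and its version, the annotation and the genome build are not given in the sources used here. Whether the quantification used strand is not stated either.

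The deposited coverage is the mean read coverage per exonic base of a gene, per the file headers, and is not scaled for depth. The deposited FPKM values are scaled by the authors per kilobase and per 1000000 fragments, per the file headers. The deposited TPM values sum to 1000000 in each library, and within a library TPM is a fixed multiple of FPKM. In control replicate 2, 2 genes had a negative residue close to 0 in the deposited TPM or coverage, which was set to 0. TPM is a share of the library, so a rise of abundant transcripts lowers all others, and TPM also depends on how reads were divided among overlapping genes and among isoforms.

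The tables used here hold no read counts, so depth was inferred from their values. In single-transcript genes the ratio of coverage to FPKM was the same in at least 99.5% of genes with a TPM of 1 or more, within 0.1%, and this ratio gives the total of aligned bases. It came to 5560000000 to 10810000000 bases per library. In genes with few reads, coverage multiplied by gene length was most often 302 and next most often 604, which corresponds to pairs of 151-base reads. On that reading the depth was 18400000 to 35800000 read pairs per library. Fragment counts for multi-isoform genes were not recovered, so no count model was fitted.

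The gene positions were compared with GENCODE v29, an annotation of the GRCh38 build. Of the 62754 gene identifiers, 58261 are in GENCODE v29, 58246 of these (99.97%) overlap their position there, and 40987 (70.4%) have the same start and end. Coordinates below are those of the deposited tables, which lie on GRCh38 by this comparison. Gene symbols are those of the deposited tables, in which 20393 genes have no name.

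Genes with a TPM of 1 or more in at least 3 of the 6 libraries were tested, 14294 in all. Values were transformed to log2(TPM + 1), so that a fold change understates the change of genes with low TPM. The contrast was MEN1 shRNA minus control shRNA, fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), 2-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. All adjusted p-values of single genes are from this limma fit unless another is named. The sum of HBG1 and HBG2 was added to the same fit as 1 more feature. The share of HBG1 and HBG2 in beta-like globin TPM was compared with a 2-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.1. Gene lists with at least 3 genes kept were tested with limma's camera at a preset inter-gene correlation of 0.01, and with fry and camera with an estimated correlation beside it, with Benjamini-Hochberg adjustment over 11 lists. Figures, random gene lists and sums over overlapping genes were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

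The 11 lists were fixed before the data were examined, as were the tests and the rule for naming genes. They are globin genes, fetal hemoglobin repressors, fetal-stage genes, MLL complex subunits, menin-MLL targets, heme synthesis, terminal erythroid genes, progenitor genes, G2/M genes, p53 targets and interferon-stimulated genes. The rule names MEN1, KMT2A, the globin genes, BCL11A, ZBTB7A, MYB, KLF1, LIN28B, IGF2BP1, IGF2BP3, GATA1 and MEIS1. It also names the 5 largest rises and 5 largest falls among genes past the threshold with a mean TPM of 5 or more in a group and no overlap between the groups, leaving out clone and identifier names. From each list it names at most 3 genes past the threshold with the lowest adjusted p. Genes named outside the rule were chosen after their values were seen, and this is said where they appear.

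The limma step was tested on simulated data made from the means and spread of the 14294 genes of this comparison, with 200 genes changed. It recovered 31.5% of the genes changed by 0.5 on the log2 scale, 71.4% of those changed by 1 and 93.8% of those changed by 2. There were 3 false calls, 2.3% of all calls, and 0 calls when no change was simulated. The adjusted threshold is less strict when more genes change, so these recovery rates hold for 200 changed genes and do not carry over to the number of calls in the data.

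The alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.5, no filter, a filter at a mean TPM of 5, FPKM in place of TPM, median-of-ratios scaling, quantile normalization, TPM rescaled without globin and mitochondrial genes, 3 other variance models, the replicate number as a block, an adjusted p of 0.01, limma's treat against a log2 fold change of 0.5, other set tests, another denominator for the globin share, and leaving out each library in turn. Gene-level coverage in place of TPM, removal of a trend on GC content and transcript length, and sums that include an unnamed gene over HBG1 and HBG2 were added after the data were seen. A list of 37 ATF4 target names was written before its fold changes were computed.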

Results

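The series asks how the MLL1 histone methyltransferase complex, of which menin is a subunit, takes part in keeping fetal hemoglobin low in adult-type erythroid cells. Poly(A) RNA was sequenced from HUDEP-2 cells 72 h after transduction with a MEN1 shRNA (n = 3) or a control shRNA (n = 3). The depth inferred from the deposited values was 24600000, 26400000 and 18400000 read pairs in MEN1 shRNA replicates 1, 2 and 3, and 27000000, 35800000 and 23200000 in control replicates 1, 2 and 3. Between 13865 and 14361 genes per library had a TPM of 1 or more.

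MEN1 (ENSG00000133895, chromosome 11, 64803510 to 64811294, minus strand) was examined first because it checks the labels. Its TPM was 6.29, 6.44 and 6.88 in the MEN1 shRNA libraries and 41.2, 39.6 and 37.1 in the control libraries. The group means were 6.54 ± 0.304 and 39.3 ± 2.10 TPM (SD, n = 3 each), so that 16.6% of the control level remained. The log2 fold change was -2.42 (SE 0.0803, adjusted p 8.6e-06 in limma), and mean coverage of the gene was 9.96 to 13.7 reads per base in the MEN1 shRNA libraries and 66.5 to 110 in the controls. The alternative that moved this value most was FPKM in place of TPM, which gave -2.22. The exact permutation p was 0.1, the smallest that 3 against 3 libraries can give. KMT2A, which encodes the MLL1 methyltransferase itself (ENSG00000118058, chromosome 11, 118436456 to 118526832), rose from 22.6 ± 0.930 to 31.0 ± 2.92 TPM (log2 fold change 0.44, SE 0.0865, adjusted p 0.00376).

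Transcriptomes separated by group. Correlations of log2(TPM + 1) over the tested genes were 0.985 to 0.989 between libraries of the same group and 0.934 to 0.954 between libraries of different groups. These correlations run across genes, which are not independent replicates. The first principal component held 76.6% of the variance and separated the groups, with values of 29.97, 46.14 and 46.86 for MEN1 shRNA replicates 1, 2 and 3 against -40.04, -41.52 and -41.41 for the controls. MEN1 shRNA replicate 1 was the nearest of its group to the controls, with a mean correlation of 0.953 with them against 0.936 and 0.934 for replicates 2 and 3.

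Of 14294 genes tested, 7657 (53.6%) passed an adjusted p of 0.05 in limma, 3158 higher and 4499 lower with the MEN1 shRNA. A change of at least 2-fold was also met by 1696 of them, 709 higher and 987 lower. All 3 libraries of one group lay above all 3 of the other in 8828 genes (61.8%), against the 10% that chance gives for 3 against 3. The count that moved most was under limma's treat against a log2 fold change of 0.5, with 2126 genes. The median absolute log2 fold change of the genes past the threshold was 0.62, so many of them changed by less than 2-fold. The median over all tested genes was -0.07, and scalings that centre this median gave 3514 to 3729 genes higher and 3863 to 4048 lower.

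**Figure D1:**
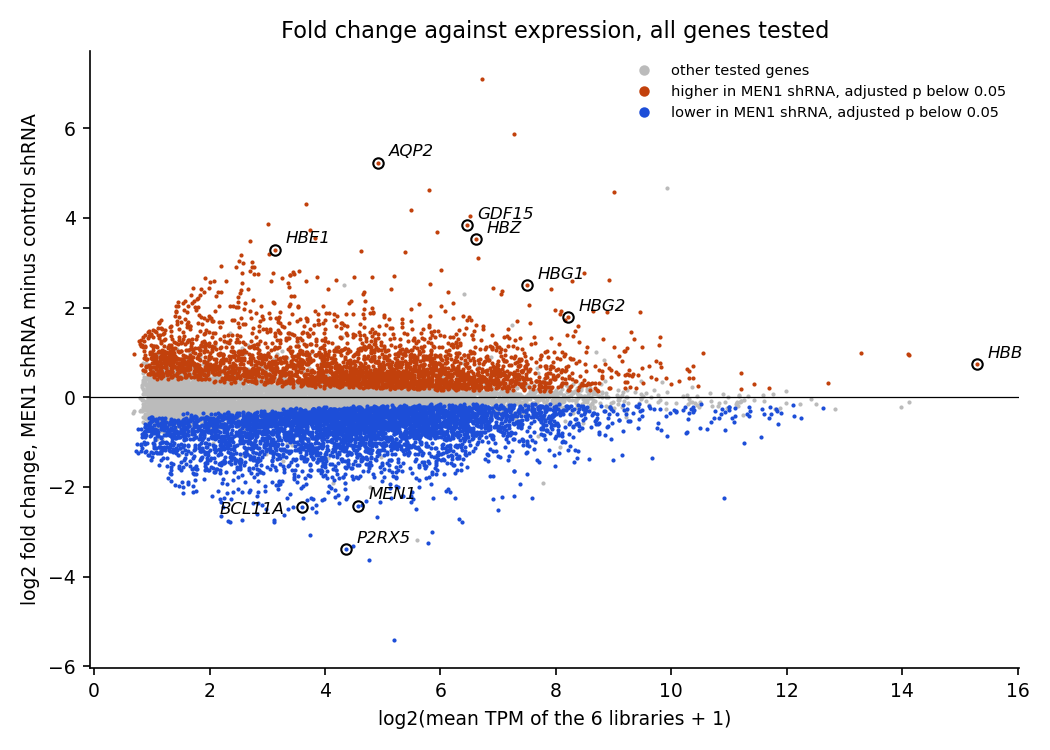
Log2 fold change (MEN1 shRNA minus control shRNA, on the log2(TPM + 1) scale) against log2 of the mean TPM of the 6 libraries plus 1, 1 point per tested gene. Red and blue points are the 3158 higher and 4499 lower genes past an adjusted p of 0.05, grey points are the other tested genes, and circles mark genes named in the text.

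The outcome that the series concerns is gamma-globin, the beta-like chain of fetal hemoglobin, encoded by the near-identical genes HBG1 and HBG2. HBG1 (ENSG00000213934, chromosome 11, 5248269 to 5249857) rose from 53.3 ± 5.76 to 307 ± 11.1 TPM (log2 fold change 2.51, SE 0.0839, adjusted p 8.6e-06). HBG2 (ENSG00000196565, chromosome 11, 5253188 to 5505605) rose from 129 ± 8.16 to 462 ± 149 TPM (log2 fold change 1.79, SE 0.195, adjusted p 0.000229), and its TPM of 631 in MEN1 shRNA replicate 1 lay above the 351 and 403 of replicates 2 and 3. Reads shared between these paralogs may be divided either way, so their sum was tested as well. The sum rose from 182 ± 5.53 to 768 ± 139 TPM, 4.22 times the control level (log2 fold change 2.06, SE 0.116, adjusted p 2.5e-05). Without MEN1 shRNA replicate 1 the log2 fold change of the sum was 1.91.

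An unnamed gene on the same strand, ENSG00000284931 (chromosome 11, 5248270 to 5254783), spans HBG1 and the 3' part of HBG2 and holds 26.9% to 49.9% of the summed TPM of the 3 genes in a library. It rose from 94.6 ± 40.9 to 626 ± 106 TPM. With it included, the gamma-globin sum was 277 ± 37.4 TPM in the control libraries and 1394 ± 51.7 TPM in the MEN1 shRNA libraries, a ratio of 5.04 and a log2 fold change of 2.34. This sum was defined after the data were seen.

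**Figure D2:**
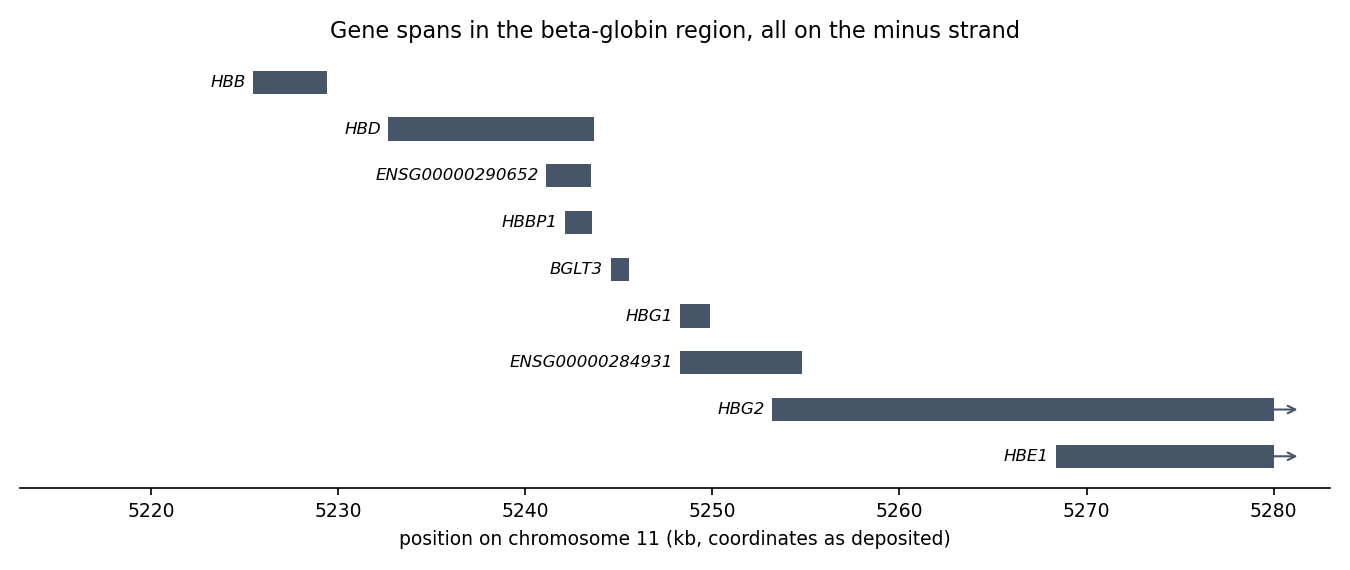
Spans of the genes of the beta-globin region on chromosome 11, in kb, as the deposited tables give them, all on the minus strand, with arrows where a span goes on beyond the right edge. ENSG00000284931 overlaps HBG1 and part of HBG2, the spans of HBG2 and HBE1 overlap upstream, and HBBP1 overlaps ENSG00000290652 and lies inside HBD.

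As a percent of all beta-like globin TPM (HBG1, HBG2, HBB, HBD and HBE1), HBG1 and HBG2 together made up 1.78%, 1.22% and 1.45% in the MEN1 shRNA libraries and 0.677%, 0.575% and 0.537% in the control libraries. The means were 1.49% ± 0.283 and 0.597% ± 0.0722 (SD, n = 3 each), a difference of 0.888 percentage points and a ratio of 2.49, with a 2-sided exact permutation p of 0.1, the smallest the design allows. Every MEN1 shRNA library lay above every control library. With the unnamed gene included, the shares were 2.66% ± 0.234 and 0.897% ± 0.0809, a difference of 1.77 percentage points. HBB remained the most abundant beta-like transcript, at 50171 ± 2882 TPM with the MEN1 shRNA.

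Other globin transcripts also differed. The embryonic genes changed most: HBZ (ENSG00000130656, chromosome 16, 142728 to 154503) rose from 14.6 ± 0.654 to 180 ± 13.5 TPM (log2 fold change 3.53, adjusted p 1.9e-06), and HBE1 (ENSG00000213931, chromosome 11, 5268345 to 5505652) rose from 0.614 ± 0.171 to 15.0 ± 3.12 TPM (log2 fold change 3.29, adjusted p 2.2e-05). The log2 fold change was 1.46 for HBD, 0.97 for HBA2, 0.95 for HBA1 and 0.73 for HBB, with adjusted p-values of 0.000196, 0.000743, 0.000145 and 0.000588. HBA1 and HBA2 are near-identical, and the span of HBD covers the pseudogene HBBP1, so the division of reads among them is uncertain. The HBB difference did not pass the threshold without the filter on low genes (adjusted p 0.0922). It was 0 under quantile normalization, by construction, since HBB ranks first in every library. HBM (log2 fold change 0.29, adjusted p 0.483) and HBQ1 (0.14, adjusted p 0.355) did not pass the threshold, and the sign of HBM changed without control replicate 3 (-0.05). The 10 globin genes together took 9.90% ± 0.632 of TPM in the MEN1 shRNA libraries and 5.51% ± 0.275 in the controls.

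**Figure D3:**
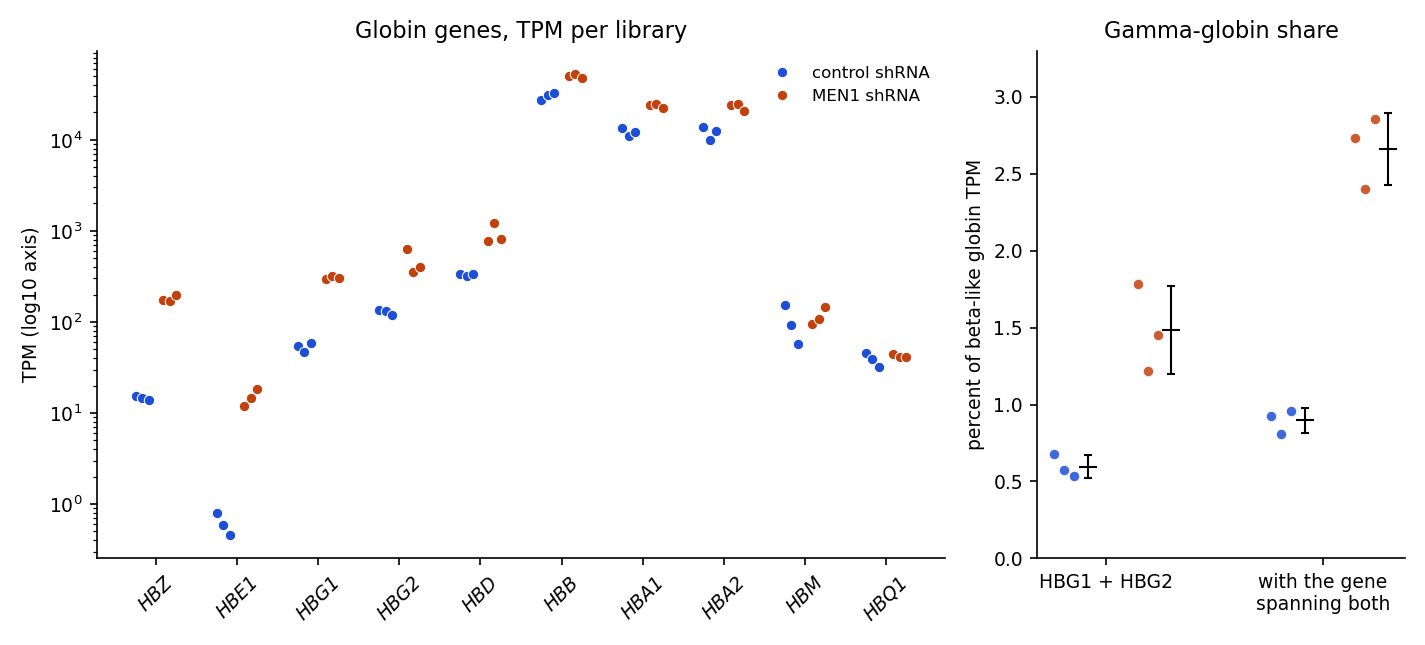
Left, TPM of the 10 globin genes per library on a log10 axis, and right, gamma-globin as a percent of beta-like globin TPM without and with the unnamed gene spanning HBG1 and HBG2. Blue points are the 3 control libraries and red points the 3 MEN1 shRNA libraries, bars on the right are the mean ± SD, and the shares of 1.22% to 1.78% with the MEN1 shRNA lie above the control shares of 0.537% to 0.677%.

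Regulators of the fetal globin genes were compared next. BCL11A (ENSG00000119866, chromosome 2, 60450520 to 60554467) had a TPM of 5.45, 2.13 and 1.52 in MEN1 shRNA replicates 1, 2 and 3 and of 21.1, 19.8 and 17.2 in the control libraries (log2 fold change -2.45, SE 0.317, adjusted p 0.000486). Without MEN1 shRNA replicate 1 its log2 fold change was -2.85. MYB (ENSG00000118513, chromosome 6, 135181308 to 135219173) fell from 250.2 ± 11.8 to 106 ± 8.92 TPM (log2 fold change -1.23, SE 0.0751, adjusted p 3.0e-05). ZBTB7A was slightly higher with the MEN1 shRNA (57.5 ± 7.40 against 44.6 ± 2.53 TPM, log2 fold change 0.36, adjusted p 0.0178), a difference that did not pass the threshold without the filter on low genes (adjusted p 0.0598) or without control replicate 2 (adjusted p 0.0616). Over all alternatives, the adjusted p of ZBTB7A ranged from 0.00784 to 0.0616. KLF1 (533 ± 9.76 against 553 ± 36.2 TPM, log2 fold change -0.05, adjusted p 0.508) did not differ beyond the spread between replicates, and its sign changed with the scaling. GATA1 (289 ± 2.26 against 277 ± 6.22 TPM, log2 fold change 0.06, adjusted p 0.328) did not pass the threshold, although all 3 MEN1 shRNA libraries lay above all 3 controls. The adjusted p of GATA1 over all alternatives ranged from 0.0581 to 0.590.

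**Figure D4:**
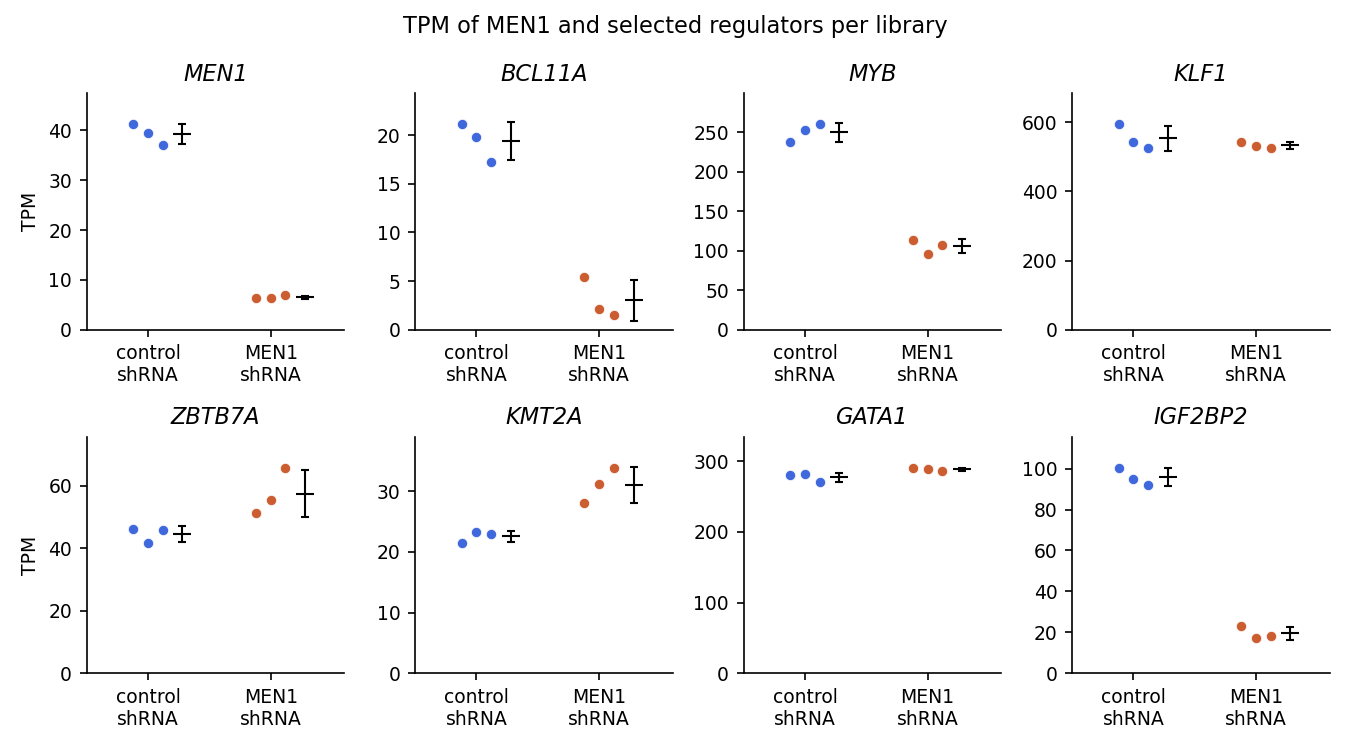
TPM of MEN1 and 7 regulators in each library, on linear axes that start at 0, with blue points for the 3 control libraries, red points for the 3 MEN1 shRNA libraries and bars for the mean ± SD. MEN1, BCL11A, MYB and IGF2BP2 are lower in all 3 MEN1 shRNA libraries, and KLF1 lies between 524 and 594 TPM over the 6 libraries, with overlapping groups.

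Among the fetal-stage genes, IGF2BP2 fell from 95.7 ± 4.32 to 19.4 ± 2.98 TPM (log2 fold change -2.25, adjusted p 1.7e-05) and HMGA2 from 3.73 ± 0.470 to 1.29 ± 0.579 TPM (log2 fold change -1.07, adjusted p 0.00285). IGF2BP3 rose from 30.6 ± 3.22 to 45.5 ± 0.660 TPM (log2 fold change 0.56, adjusted p 0.000979), and IGF2BP1 did not pass the threshold (log2 fold change -0.13, adjusted p 0.334). LIN28B reached at most 0.226 TPM and MEIS1 at most 0.252 TPM in any library, below the filter, so neither was tested.

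The largest rises and falls chosen by the naming rule were as follows. RN7SL2 had the highest log2 fold change, 5.86 (adjusted p 0.0157), but its TPM in the control libraries was 90.6, 0.0378 and 0.0499, and it lies inside another gene row that moved in the opposite direction. Without control replicate 1 its log2 fold change was 8.02, and without control replicates 2 and 3 in turn it was 4.78 and 4.79, with an adjusted p of 0.0530 without replicate 2. Its adjusted p over all alternatives ranged from 5.2e-05 to 0.0779. AQP2 rose from 0.512 ± 0.0978 to 58.2 ± 18.6 TPM (log2 fold change 5.24, adjusted p 1.6e-05), and CRYM from 3.26 ± 0.952 to 106 ± 30.01 TPM (log2 fold change 4.63). The pseudogene HBBP1 rose from 41.8 ± 14.0 to 980.5 ± 10.3 TPM (log2 fold change 4.57), and together with the overlapping ENSG00000290652 the sum rose from 111 ± 7.12 to 1027 ± 10.8 TPM. SPINK4 was at 12.3, 31.8 and 26.0 TPM with the MEN1 shRNA and at 0.339 and 0.116 TPM in control replicates 1 and 2, and it is listed at 0 in control replicate 3. The largest falls were those of P2RX5 (log2 fold change -3.39), C12orf75 (-3.32), FAM89A (-3.26), KLRG2 (-3.06) and CYTL1 (-2.999), which went from between 22.9 and 102 TPM in the controls to between 1.90 and 12.2 TPM. The adjusted p-values of these 5 genes lay between 1.1e-05 and 0.000388.

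The 11 lists fixed beforehand hold 213 names, of which 212 are in the deposited tables and 185 passed the filter. Of these 185 genes, 132 passed the threshold over all genes tested, and 137 passed when adjusted over the list alone. Camera called 6 of the 11 lists. Higher as a set were the globin genes (median log2 fold change 1.21, adjusted p 4.2e-06), heme synthesis (0.93, adjusted p 7.2e-07), terminal erythroid genes (0.71, adjusted p 3.8e-08), p53 targets (0.45, adjusted p 0.000407) and G2/M genes (0.18, adjusted p 0.00104). The progenitor genes were lower (median -1.14, adjusted p 0.00148). Fry called 9 lists, these 6 and 3 more. The 3 were the fetal hemoglobin repressors (adjusted p 0.0270 in fry), fetal-stage genes (0.00809) and menin-MLL targets (0.0114), each downward. Fry does not compare a list with the other genes, and 53.6% of all tested genes passed the threshold. In camera, which makes that comparison, these 3 lists had adjusted p-values of 0.979, 0.849 and 0.849. With an estimated inter-gene correlation only 3 passed, the globin, heme synthesis and terminal erythroid lists, each at an adjusted p of 0.0404.

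**Figure D5:**
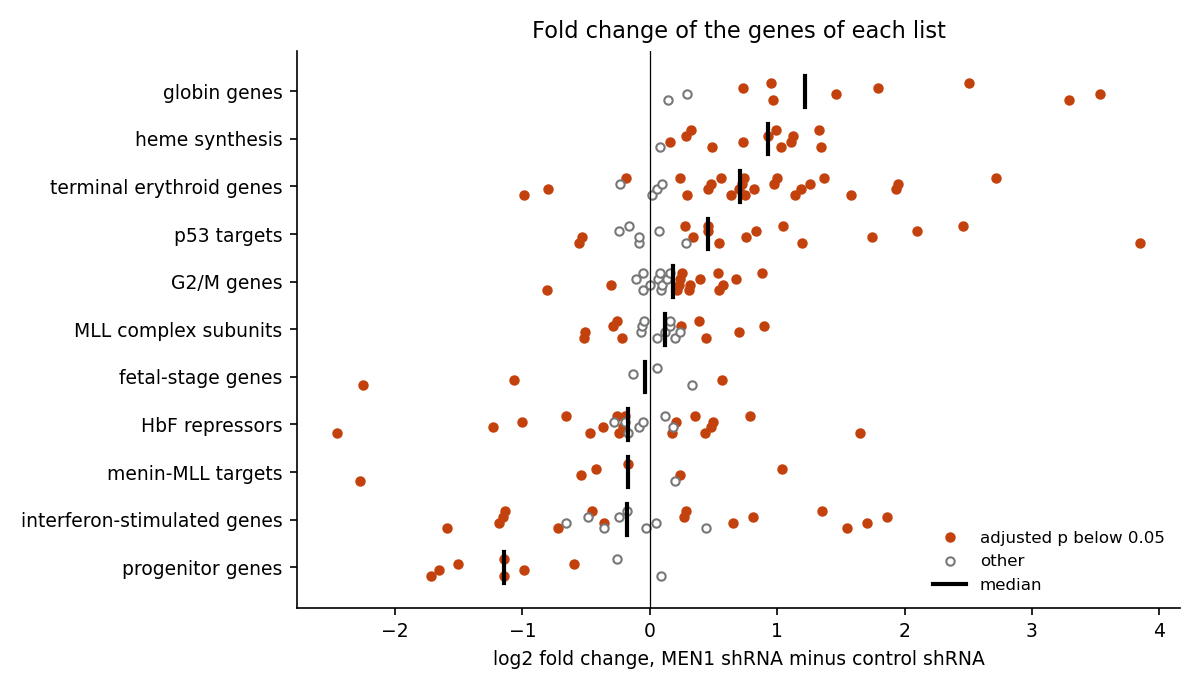
Log2 fold change (MEN1 shRNA minus control shRNA) of the 185 genes kept from the 11 lists, 1 point per gene and list, with filled points for genes past an adjusted p of 0.05 and a vertical bar at the median of each list. Medians run from -1.14 for the progenitor genes to 1.21 for the globin genes, and the fetal hemoglobin repressors lie on both sides of 0.

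Lists differed in how uniform they were. All 13 heme synthesis genes had a positive log2 fold change, 0.08 to 1.35, and 12 passed the threshold; UROD (1.12), UROS (0.99) and ABCB10 (0.93) had the lowest adjusted p-values. Of 28 terminal erythroid genes, 21 were higher and 3 lower, led by SLC4A1 (1.93), GYPB (1.95) and DMTN (1.37). Of 9 progenitor genes, 7 were lower and 0 higher, led by CSF2RB (-1.72), KIT (-1.15) and RUNX1 (-1.50). GYPB has close paralogs, so its value carries the uncertainty of reads shared among them.

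The remaining lists held genes that moved both ways. Of the 25 fetal hemoglobin repressors, 8 were higher and 10 lower, with MYB, EIF2AK1 (log2 fold change 0.78) and RCOR1 (-0.66) at the lowest adjusted p-values. Among 19 MLL complex subunits, 5 were higher and 5 lower, led by ASH2L (0.70), WDR5 (-0.51) and HCFC2 (0.90). Of 18 menin-MLL targets, 7 passed the filter, and TERT (-2.27), JMJD1C (-0.54) and CDKN1B (1.04) had the lowest adjusted p-values. In the G2/M list 12 genes were higher and 2 lower, with NUSAP1 (0.88), KIF23 (-0.80) and HMMR (0.53) first. Of 21 p53 targets, 13 were higher and 2 lower, led by BTG2 (2.10), GDF15 (3.85) and SESN2 (1.74). Of 23 interferon-stimulated genes, 8 were higher and 7 lower, led by IRF9 (1.70), RSAD2 (1.35) and HERC5 (1.87). That list had a median of -0.18, a mean of 0.02, an upward direction in camera and a downward one in fry, and did not pass the threshold in any of these set tests.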

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

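The settings with gene-level coverage, with the GC and length trend removed, and with the unnamed gene over HBG1 and HBG2 were chosen only after the results were seen. The other settings were chosen before.

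MEN1 stayed lower and past the threshold under every alternative run, with log2 fold changes of -2.57 to -2.22. The HBG1 and HBG2 sum stayed higher and past the threshold, at 1.91 to 2.34. Of 131 comparisons of the main results with an alternative, 128 kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Among the 128, the difference in gamma-globin share could not move with FPKM or with the replicate block, by construction, so these comparisons test nothing. The 3 comparisons that moved were these. Limma's treat against a log2 fold change of 0.5 left 2126 genes, a lower count by its own construction, since the median change of the called genes was 0.62. Camera with an estimated inter-gene correlation called 3 lists in place of 6, dropping the progenitor (adjusted p 0.0696), G2/M (0.161) and p53 target lists (0.0791), and the cause was not tested. Including the unnamed gene over HBG1 and HBG2 raised the difference in gamma-globin share from 0.888 to 1.77 percentage points, because that gene's TPM enters the numerator.

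Across the other settings that keep the threshold at an adjusted p of 0.05, counts of genes past it ran from 6340 at a mean TPM of 5 or more to 8033 with array weights. An adjusted p of 0.01 gave 5527. Without a filter, 6172 of the 7657 calls were kept (80.6%), and with FPKM 7007 (91.5%). In no alternative did a shared call change direction. The percent of calls that were higher moved with the scaling: 41.2% with TPM, 46.5% with median-of-ratios scaling, 47.3% with TPM rescaled without globin and mitochondrial genes, 49.1% with quantile normalization and 50.0% with the GC and length trend removed. These settings moved the median of all genes by at most 0.075 on the log2 scale.

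Leaving out each library in turn gave 6577 to 7543 genes past the threshold, 1573 to 1928 at 2-fold, 117 to 130 listed genes, a log2 fold change of MEN1 of -2.46 to -2.38, an HBG sum of 1.91 to 2.15 and a difference in HBG share of 0.739 to 1.02 percentage points. Camera called 6 lists each time.

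Deviations from the group means were hardly correlated between libraries with the same replicate number (0.017, -0.027 and -0.012 for numbers 1, 2 and 3). The second principal component, with 6.7% of the variance, nevertheless followed the replicate number in both groups. Its values for replicates 1, 2 and 3 were 17.34, 0.73 and -14.95 with the MEN1 shRNA and 13.52, -3.39 and -13.24 in the controls. A link between libraries of the same number is therefore not excluded. With the replicate number as a block, 7012 genes passed the threshold, 1702 of them at 2-fold, and 6877 with the GC and length trend removed as well.

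For the 57 named genes tested, 1070 of 1081 comparisons kept direction and side of the threshold. The sign of KLF1, never past the threshold, turned to 0.0032 with median-of-ratios scaling and 0.015 with TPM rescaled without globin and mitochondrial genes, which move the median of all genes by 0.049 and 0.059, and it ran from -0.090 to 0.00021 with 1 library left out. HBM, also not past the threshold, ran from -0.052 to 0.65 with 1 library left out. The log2 fold change of BCL11A, past the threshold throughout, ran from -2.85 without MEN1 shRNA replicate 1 to -1.21 with gene-level coverage, whose values for BCL11A are low beside the pseudocount. Among the largest falls and rises, C12orf75 ran from -3.65 to -1.86 and SPINK4 from 2.18 to 6.68 over the alternatives, both past the threshold throughout. HBB and ZBTB7A lost the threshold in 2 settings each and RN7SL2 in 3. HMGA2 and TERT have no value at a mean TPM of 5 or more, since they do not reach it.

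For the 11 lists, 223 of 231 comparisons kept direction and side. The mean change of the interferon-stimulated genes relative to all other genes turned to -0.040 with a pseudocount of 0.1, and that of the menin-MLL targets to 0.15 at a mean TPM of 5 or more, where fewer of its genes are tested. The interferon-stimulated genes moved more in the other direction, from 0.084 in the main fit to 0.55 at a mean TPM of 5 or more (camera adjusted p 0.0632). Neither list was past the threshold in camera. The cause was not tested for the interferon-stimulated genes.

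How detection depends on depth or on expression level was not tested. LIN28B and MEIS1, at no more than 0.226 and 0.252 TPM in a library, lay below the main filter, and no fold change is reported for them.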

Other observations

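The tests of p53 targets, of admixture in MEN1 shRNA replicate 1, of a rise shared by all beta-like globins, of misassigned HBZ and HBE1 reads, of globin share behind the ribosomal protein fall, of the NEAT1 and 7SL loci and of the uneven HBG2 value were chosen only after the results were seen.

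Of the tested genes 53.6% passed the threshold, and several technical sources were examined. Of the 10 splits of the 6 libraries into 3 against 3, 1 gave as many genes, the real one, and the other 9 gave at most 3 genes each. With 10 splits the share cannot fall under 0.1, so this count alone cannot exclude chance. Other values argue against chance differences between replicates as the source of the calls. The SD of log2 ratios was 0.652 to 0.784 between libraries of different groups and 0.318 to 0.374 between libraries of a group. The simulation without any change gave 0 calls, but it drew noise independently for each gene. It therefore does not cover differences shared by many genes of a library. Removing a smooth trend on GC content and transcript length from each library left 7500 genes, 6764 of them shared with the 7657, which argues against such a trend as the whole source. After rescaling without globin and mitochondrial genes 3976 genes were lower, against 4499 before, so the larger globin share accounts for a part of the lower calls at most. With gene-level coverage in place of TPM, 90.9% of the calls were kept with the same direction, which argues against a change of isoform mix as the main source. An effect of MEN1 loss and an off-target effect of the single hairpin both stay open and were not tested.

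Gamma-globin rose within a wider rise of globin and heme genes, which raised the possibility of a shared rise. The share of HBG1 and HBG2 in beta-like globin TPM was 2.489 times that of the controls. It was higher in every MEN1 shRNA library, which an equal rise of all beta-like genes would not give. Because HBB makes up most of that total, the share mainly sets gamma-globin against HBB. HBD also rose more than HBB (log2 fold change 1.46 against 0.73), so a rise shared by the less abundant beta-like genes is not excluded. An exchange of reads between HBG1 and HBG2 would leave their sum unchanged, whereas the sum rose by a log2 fold change of 2.06. A candidate explanation is a change in globin choice added to a general gain of erythroid transcripts. The fall of BCL11A would go with it but was not tested as a cause. The fetal hemoglobin repressors as a list moved both ways, 8 higher and 10 lower. Among those that rose was SOX6, chosen after its values were seen (log2 fold change 1.65, adjusted p 0.000305 in limma).

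The embryonic genes HBZ and HBE1 rose more than the fetal ones. If a fixed percent of reads were misassigned from abundant paralogs, HBZ would keep its ratio to HBA1 plus HBA2, and HBE1 its ratio to HBG1 plus HBG2. The first ratio rose from 0.0611% ± 0.00800 to 0.388% ± 0.0588, by a factor of 6.345, and the second from 0.336% ± 0.0832 to 2.02% ± 0.658, by a factor of 6.017. Both argue against a fixed misassignment. The pseudogene HBZP1, chosen after its values were seen, rose as well, from 6.93 ± 0.177 to 74.7 ± 6.82 TPM. Its ratio to HBZ was 47.5% ± 2.62 in the controls and 41.5% ± 1.38 with the MEN1 shRNA, a factor of 0.874, so reads shared with HBZ may account for most of the HBZP1 rise, and HBZP1 is no separate evidence of a change in that region.

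HBG2 was uneven in the MEN1 shRNA libraries, with a CV of 32.2%, and the unnamed gene over HBG1 and HBG2 was lowest in replicate 1, where HBG2 was highest. The CV of the 3-gene sum was 3.7%. This is what reads moved between overlapping genes would give, so the spread of HBG2 may come from how the quantification divided reads rather than from the cells. In the control libraries the pattern did not hold: the CV was 6.3% for HBG2 and 13.5% for the sum.

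CDKN1A, chosen after its values were seen, rose with GDF15, SESN2 and BTG2, from 2.15 ± 0.561 to 16.5 ± 4.07 TPM. These genes respond both to p53 and to the integrated stress response through ATF4. The 32 tested ATF4 targets, without those 4 genes, had a median log2 fold change of 0.46 (0.46 to 0.55 over the scalings), and 0 of 10000 random lists matched on mean expression had a median as high; their 5th to 95th percentiles were -0.24 to 0.09. Of them 20 were higher and 6 lower; HERPUD1 and SLC7A11 rose by 1.96 and 1.85, while WARS1 was at -1.28, all 3 chosen after their values were seen. One list name was also in another list. The p53 targets without those 4 genes and without the ATF4 list, 17 genes, had a median of 0.28 (0.28 to 0.41 over the scalings), at percentile 99.18. Of these 17 genes 9 were higher and 2 lower, MDM2 and AEN (log2 fold change -0.54, chosen after its values were seen). MDM2, named because p53 drives it directly, was lower in all 3 MEN1 shRNA libraries (13.2 ± 1.52 against 19.8 ± 0.777 TPM, log2 fold change -0.55, adjusted p 0.00234). The ATF4 target values are in line with an integrated stress response, and a p53 contribution cannot be told apart here because its list median and MDM2 point in opposite directions. Both groups received a lentiviral vector and puromycin, but whether they responded equally to these is not known. A hairpin-specific stress was not tested either.

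MEN1 shRNA replicate 1 lay nearer the controls than replicates 2 and 3. If it held cells that kept MEN1, genes that changed strongly would lie part of the way back to the control level, and MEN1 would too. Over 122 genes that fell at least 4-fold in the other 2 libraries, replicate 1 lay a median of 9.4% of the way back (quartiles 5.9% to 15.0%), and over 125 genes that rose 4-fold, 34.5% (24.3% to 44.7%). The same measure for replicates 2 and 3 gave -4.4% and -2.7% for genes that fell and -15.3% and -17.3% for genes that rose. Replicate 1 was part of the reference for both, so these values are no separate baseline. MEN1 itself lay at -1.1%, at 6.29 TPM, where the fallen genes would need 9.7 TPM. The MEN1 level argues against admixture of cells that keep MEN1. Admixture would also give fallen and risen genes the same percent, whereas their quartiles in replicate 1 did not overlap. How large such a gap would be in a replicate without admixture is not known, since the values for replicates 2 and 3 depend on replicate 1. The unequal percents therefore do not decide whether admixture is the whole source. A slower or weaker response at the same MEN1 level may be involved, which was not tested.

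Ribosomal protein genes took a smaller part of the transcriptome, 15.7% ± 0.321 of TPM against 18.8% ± 0.396 in the controls. Globin transcripts were not the whole source: among non-globin TPM the ribosomal protein part was 17.4% ± 0.390 against 19.9% ± 0.40, a change of -12.5%. As parts of all TPM, the ribosomal protein genes changed by -16.6% and all non-globin genes together by -4.6%. A loss of short transcripts is argued against by random lists: the 82 ribosomal protein genes had a median log2 fold change of -0.24, at percentile 0.01 of 10000 lists matched on mean expression and transcript length, whose 5th percentile was -0.14. The median stayed negative under each scaling, -0.24 to -0.11. In limma 48 of the 82 genes were lower and 2 higher. A lower output of ribosomal protein transcripts, along with the fall of MYC (232 ± 6.52 to 74.1 ± 15.5 TPM, chosen after its values were seen), may be a biological feature of these cells, as a hypothesis.

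Some large fold changes came from genes that overlap other genes. At the NEAT1 locus (chromosome 11, 65422774 to 65445540) ENSG00000278050 rose by a log2 difference of 7.10 while the neighbouring ENSG00000277599 and ENSG00000278144 changed by -3.63 and -3.18, and the sum over the 5 overlapping genes rose by 0.65, from 158 ± 18.3 to 249 ± 19.3 TPM. The values of the falling genes depend on single libraries. ENSG00000277599 had a TPM of 122, 16.2 and 11.8 in control replicates 1, 2 and 3, and ENSG00000278144 had 3.32, 136 and 123. For ENSG00000277599 the log2 difference was -2.61 without control replicate 1, -4.25 without control replicate 3 and -3.04 without MEN1 shRNA replicate 2. For ENSG00000278144 it was -4.82, -2.33 and -2.40 without control replicates 1, 2 and 3, and -2.11 and -4.09 without MEN1 shRNA replicates 1 and 3. The 5-gene sum stayed at 0.57 to 0.74 with each library left out. NEAT1 itself, chosen after its values were seen, rose by about as much as the sum, from 19.8 ± 5.06 to 32.1 ± 6.00 TPM (log2 fold change 0.69, adjusted p 0.0229 in limma). At the 7SL locus on chromosome 14 RN7SL2 rose while ENSG00000282885, which contains it, changed by -5.41, and their sum rose by 1.43. Each sum moved less than the genes with the large changes, ENSG00000278050, ENSG00000277599 and ENSG00000278144 at the first locus and RN7SL2 and ENSG00000282885 at the second, which is consistent with reads moved between overlapping genes by the quantification. Among the 209 called genes with an absolute log2 fold change of 2 or more, 5 (2.4%) overlapped on the same strand a gene called in the other direction, against 108 of the 7448 other called genes (1.5%; Fisher's exact p 0.238). With 5 such genes, whether this exchange is more frequent among large changes cannot be told.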
